A study of Mus musculus with 8 samples. Its data were reported in "Mechanisms Establishing TLR4-Responsive Activation States of Inflammatory Response Genes" (2011).

How the data were processed

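RNA from thioglycollate-elicited peritoneal macrophages of C57BL/6 mice was measured on 8 Illumina mouse expression arrays. Per the labels, cells received a scrambled siRNA (siCtrl), an siRNA against MLL (siMLL) or an siRNA against GABP (siGABP). They were left untreated or treated with Kdo2 lipid A (KLA), an agonist of Toll-like receptor 4 (TLR4), for 6 h. The siMLL untreated group held 3 arrays, and each of the other 5 groups held 1. The labels number the 3 siMLL arrays as replicates and do not say whether they came from separate animals or cultures. No paired analysis was possible, because only that group carries replicate numbers.

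The deposited values used here are intensity values on a linear scale, which the submitters' processing notes trace to BeadStudio 1.5.1.3. The 23978 probe intensities of the 8 arrays were identical once sorted (largest difference 0), as quantile normalization by the authors would leave them. They ranged from 68.5 to 62999 with a median of 139.5, and no background had been subtracted. The other deposited table holds signals and detection values in 16 columns named by running sample numbers that match no label, so those columns could not be given a group and were not used here. The number of arrays limits the precision of every value.

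The design fixed before the data were examined named a background correction and a probe filter that both need detection values. The alternatives that it named for a table without them were used instead: background correction with the normexp method of limma with an offset of 50, then quantile normalization, then log2. Probes were kept when their mean log2 value over the 8 arrays lay above the median of all probes (6.73), which 11989 probes did. Without detection values, a dim probe cannot be told from background, and the folds of dim genes are understated because the background intensity and the offset remain in both terms of the ratio.

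Of all probes, 20917 were paired with 1 gene, 1 with several and 3060 with none, and only the first kind entered tests of genes. Of these, 20903 were matched to a current symbol by their Entrez identifier. Past the filter, 10763 named probes represented 8793 genes. For the 1567 genes with several such probes, the probe with the highest mean was used.

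Models were fitted with limma 3.58.1 in R 4.3.3, with moderated variances without an intensity trend. An additive model with terms for siRNA and KLA (4 residual degrees of freedom) gave the KLA response averaged over the siRNA groups, and the siMLL and siGABP effects averaged over untreated and KLA-treated cells. A model with a mean per group gave the siMLL effect in untreated cells and the effects of each siRNA on the KLA response, as a difference of differences. Its spread came only from the siMLL untreated triplicate (2 residual degrees of freedom), and the lone arrays were assumed to vary like that triplicate. The triplicate also supplied 2 of the 4 residual degrees of freedom of the additive model. Whether its arrays hold the spread between cultures or transfections is unknown, so the errors of both models may be too small. All tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 within a comparison were called.

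Gene lists were fixed before the data were examined. They comprised 27 textbook lists (pathways, complexes and markers of cell types) and the immediate/early and late TLR4-responsive genes that the study had chosen on other arrays. The 26 lists with more than 2 measured members were tested with camera of limma at a preset inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Members past the threshold were counted over all genes tested and adjusted over the list alone.

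Genes named in the text followed a rule fixed in advance. For the KLA response, the siMLL effect and the siGABP effect, these were the 10 largest rises and 10 largest falls among called genes with the same direction in every siRNA group or KLA state. For the other comparisons they were the 5 largest called changes each way or, where too few were called, the 5 smallest p values each way. Up to 4 members of each list with the strongest statistic, the targeted genes and a set of standard TLR4 target genes were added. Single contrasts that share no array were compared by correlation across genes. For contrasts that share a siCtrl array, 100 simulated data sets without any siRNA effect gave the correlation that sharing alone produces. The simulated noise was independent between genes.

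Each model was tested on simulated data with 8793 genes of which 200 were changed. All changes of log2 1 were recovered for every comparison except the siGABP effect on the KLA response, for which 95.2% were. Of changes of log2 0.5, 34.8% were recovered for the siMLL effect and 9.33% for the siGABP effect on the KLA response, and 87.7% to 100% for the other comparisons. The mean share of false calls over 20 repeats ranged from 5.4% to 7.69%. The simulated noise was independent between genes and alike on all arrays, so lone arrays varied like the triplicate by construction. On the real arrays, the effects on the KLA response of Il4i1 (-1.33 with siMLL) and Thbs1 (1.32 with siGABP) did not pass. Few calls in those comparisons therefore do not exclude differences of log2 1.

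Alternatives tried were no background correction, an offset of 16, no filter, a filter on values above the array's median on at least 2 arrays, a variance trend, the mean of a gene's probes, a mean per group in place of the additive model, fits on fewer arrays, and each array left out in turn. The offset of 16 and the filter on at least 2 arrays were chosen after seeing the data. Median scaling of the arrays was not run because the 8 arrays already have identical distributions.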

Results

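Transcript levels were compared in mouse macrophages in which the histone methyltransferase MLL or the ETS-family transcription factor GABP had been targeted by siRNA, before and 6 h after activation of TLR4 by KLA. The 8 arrays comprised 3 siMLL untreated arrays and single siMLL KLA, siCtrl untreated, siCtrl KLA, siGABP untreated and siGABP KLA arrays. Values are log2 differences of background-corrected intensity with their standard error (SE). KLA treatment separated the arrays along the first principal component, which held 88.4% of the variance. Across genes, pairs of siMLL untreated replicates correlated at r = 0.9962 to 0.9975 (3 pairs). Pairs with the same KLA state but another siRNA correlated at 0.9874 to 0.9944 (10 pairs), and pairs with opposite KLA states at 0.9051 to 0.9273 (15 pairs).

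The first question was whether the siRNAs lowered their targets. Gabpa, which encodes the DNA-binding subunit of GABP, was 2.03-fold lower with siGABP (log2 -1.02 ± 0.09 SE, adjusted p = 0.000211). Its brightest probe (2360017) read 127.4 untreated and 157.4 with KLA in siGABP cells, against 202.3 and 318.4 in siCtrl cells and 184.4 ± 3.86 (SD, n = 3) in siMLL untreated cells. The other 2 Gabpa probes were dimmer and read 0.768-fold (4850279) and 0.969-fold (4780301) of the siCtrl level. Gabpb1, which encodes the partner subunit, was 1.96-fold higher with siGABP (log2 0.97 ± 0.08 SE, adjusted p = 0.000155). With siMLL, Gabpa and Gabpb1 differed from siCtrl by -0.21 and 0.07, and neither passed. The Gabpb2 probes lay below the intensity filter. The level of Kmt2a, which encodes MLL, was not analysed here, because none of the probes was paired with that symbol. The labels do not say which MLL gene or GABP subunit the siRNAs target. The related gene Kmt2b differed by -0.07 ± 0.10 SE with siMLL.

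**Figure D1:**
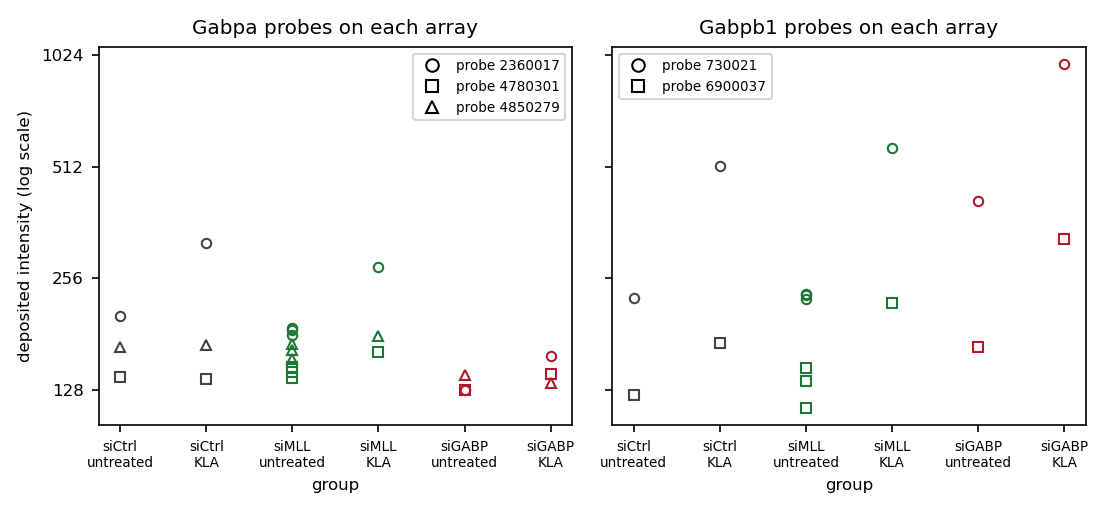
Deposited intensity of each Gabpa and Gabpb1 probe on every array (log scale), by siRNA and KLA treatment. The brightest Gabpa probe read 127.4 on the siGABP untreated array against 202.3 on the siCtrl untreated array. Both Gabpb1 probes read higher on the siGABP array than on the siCtrl array of the same KLA state.

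The second question was which genes KLA changed, averaged over the siRNA groups (3 KLA arrays against 5 untreated arrays). The cytokine gene Tnf rose 107-fold (log2 6.74 ± 0.08 SE). The cytokine gene Il1b rose 64.4-fold, and the neutrophil chemokine genes Cxcl2 and Cxcl1 rose 64.9-fold and 35.3-fold. The T-cell chemokine gene Cxcl10 rose 73.4-fold and Gbp5, an interferon-induced GTPase of host defence, 71.1-fold. The activation marker Cd69 rose 57.4-fold and the costimulatory receptor Cd40 35.8-fold, and Marcksl1 and Calhm6 rose 37.6-fold and 36.9-fold. Among genes that fell, Rab7b, a GTPase of late endosomes, was 8.49-fold lower (log2 -3.09 ± 0.07 SE). Vash2, Tmem86a and Lhfpl2 were 7.82-fold to 8.07-fold lower, and Fbxo32, a subunit of a ubiquitin ligase, 7.74-fold. Snx24, the chemokine receptor gene Cxcr4, the UDP receptor gene P2ry6, Aatk and the ceramide kinase gene Cerk were 5.46-fold to 6.31-fold lower. The rule for naming these 20 genes required the same direction in siCtrl, siMLL and siGABP cells. Of all 4998 called genes, 4939 moved the same way in the siRNA groups.

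**Figure D2:**
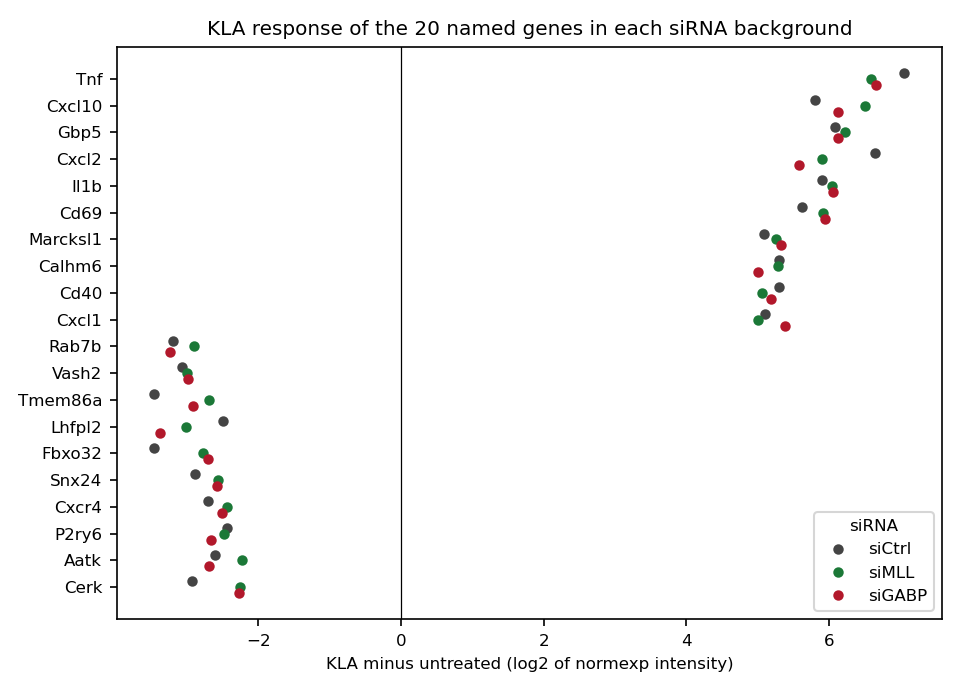
KLA minus untreated (log2) for the 20 named genes of the KLA response, with a point for siCtrl, siMLL and siGABP cells. All points of the 10 genes that rose lie to the right of 0 and all points of the 10 genes that fell lie to the left. The rule for naming genes required this.

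Nearly all measured inflammatory and interferon-stimulated genes rose. The intensity filter used the mean over untreated and KLA arrays together. A gene dim in untreated cells could thus count as measured because KLA raised it, whereas one dim in both states could not. Of the genes on the array, 30 of 38 cytokine and chemokine genes and 35 of 41 interferon-stimulated genes were measured. The shares that rose, here and in the other lists of this paragraph, may therefore partly reflect the filter. Of the inflammatory cytokine and chemokine list, 29 of 30 measured genes rose (29 adjusted over the list alone, median log2 3.5), with Il6 25.2-fold higher. All 35 measured interferon-stimulated genes rose (35 adjusted over the list alone, median 2.54), among them the antiviral effectors Oasl1 (28.4-fold), Mx1 (23.9-fold) and Mx2 (19.5-fold). Of the NF-κB targets and feedback regulators, 26 of 27 rose and 1 fell (26 and 1 adjusted over the list alone), with the adhesion molecule gene Icam1 21.6-fold and the cytokine inhibitor gene Socs3 13.2-fold higher. On the study's immediate/early list, 91 of 97 genes rose and 3 fell (91 and 3 adjusted over the list alone, median 2.12). On its late list, 79 of 85 rose and 1 fell (79 and 1 adjusted over the list alone, median 1.31), including Batf2 (10.6-fold) and Daxx (8.76-fold). These lists were chosen by the study on other KLA-treated arrays, and the published late list names 119 genes. The prostaglandin synthase gene Ptgs2 rose 6.35-fold, the nitric oxide synthase gene Nos2 3.42-fold, Isg20 9.67-fold, Relb 3.31-fold and the cystine transporter gene Slc7a11 3.89-fold. Gabpa and Gabpb1 also rose, by 1.54-fold and 2.59-fold on their brightest probes. The KLA responses of the other 2 Gabpa probes were 0.15 and 0.05, and that of the other Gabpb1 probe 0.89.

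Smaller changes were called among antigen presentation, stress and TLR4 signalling genes. In the MHC class I list, 8 of 13 genes rose and 2 fell (9 and 2 adjusted over the list alone), with the peptide transporter gene Tap1 4.48-fold higher. In the MHC class II list 6 of 11 rose and 1 fell (6 and 1 adjusted over the list alone). Its largest rises were in the costimulatory genes Cd40 and Cd86 (6.44-fold), whereas H2-DMa, a chaperone of class II loading, fell by 0.39 on the log2 scale. In the unfolded protein and integrated stress list 10 of 21 rose and 4 fell (10 and 4 adjusted over the list alone), led by Slc7a11 and Ppp1r15a (3.04-fold). In the TLR4 pathway list 12 of 20 rose and 5 fell (13 and 5 adjusted over the list alone), with the co-receptor gene Cd14 4.17-fold and the adaptor gene Myd88 3.35-fold higher.

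Many genes of respiration and protein synthesis fell by small amounts. Because all arrays have the same distribution of values, these falls are relative to the other genes and do not measure absolute amounts. In the oxidative phosphorylation list 40 of 58 fell and 0 rose (42 and 0 adjusted over the list alone, median -0.28), including Ndufv3 (log2 -0.58) and Ndufb8 (-0.50) of complex I. Among cytosolic ribosomal proteins 48 of 68 fell and 1 rose (52 and 2 adjusted over the list alone, median -0.22). Among mitochondrial ribosomal proteins 37 of 69 fell and 7 rose (38 and 9 adjusted over the list alone, median -0.18). In the list of sterol synthesis and liver X receptor targets 11 of 18 fell and 1 rose (12 and 3 adjusted over the list alone, median -0.49), including the squalene epoxidase gene Sqle (log2 -0.99) and the cholesterol exporter gene Abcg1 (-1.14).

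With camera, these 13 lists passed at the preset correlation, with adjusted p from 7.2e-43 for the immediate/early list to 0.0304 for the MHC class II and mitochondrial ribosome lists. The study had chosen the immediate/early and late genes for their induction by KLA, so the rise of these lists is no independent result. With an estimated correlation, 4 calls held: cytokines and chemokines (adjusted p = 0.0241), immediate/early (adjusted p = 0.027), late (adjusted p = 0.027) and oxidative phosphorylation (adjusted p = 0.04). The calls of the other 9 were lost, with an estimated correlation giving adjusted p = 0.0816 for NF-κB feedback, adjusted p = 0.118 for interferon-stimulated genes, adjusted p = 0.152 for MHC class I, adjusted p = 0.168 for the TLR4 pathway, and adjusted p of 0.263 to 0.295 for the stress, MHC class II, sterol and both ribosomal lists. The other pathway lists did not pass. They counted 6 up and 13 down of 27 cell cycle genes, 5 up and 9 down of 19 glycolysis and hypoxia genes, 0 up and 6 down of 11 heat shock genes, 4 up and 16 down of 25 textbook GABP targets, 1 up and 8 down of 14 members of histone H3 lysine 4 methyltransferase complexes, 1 up and 5 down of 11 textbook MLL targets, and 3 up and 1 down of 12 alternative activation genes. Adjusted over the list alone, the counts of these lists were the same except for alternative activation (2 up). In the cell cycle list (adjusted p = 0.886) the proliferation marker Mki67 rose 2.67-fold and the mitotic checkpoint gene Bub1b 3.21-fold, and the median of the list was -0.14 while its mean was 0.04.

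Markers of the cell types that a peritoneal lavage can hold did not pass as lists (adjusted p from 0.145 to 0.759). Of 19 macrophage markers 5 rose and 6 fell (5 and 6 adjusted over the list alone), with Cd14 up and the Fc receptor gene Fcgr3 down (log2 -1.03). Neutrophil markers counted 2 up of 8, dendritic cell markers 2 up and 1 down of 6 (3 and 1 adjusted over the list alone), T and natural killer cell markers 1 up of 5, mast cell, basophil and eosinophil markers 0 of 5, and mesothelial and fibroblast markers 1 up and 1 down of 11. Median, mean and test did not all have the same sign for macrophage, neutrophil and mesothelial markers. The B cell and erythroid lists had only 1 and 2 measured members and were not tested.

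In all, 4998 of 8793 genes (56.8%) were called for the KLA response with limma, 1758 up and 3240 down. Of these, 420 rose and 236 fell at least 2-fold, and the median size of a called change was 0.43 on the log2 scale. All of these changes are relative to the other genes, because the arrays have the same distribution of values. The untreated intensities of many induced genes lay near background (Il1b 119.6 ± 7.23 SD, n = 3, in siMLL untreated cells), so their folds are understated. For 24 of the 635 genes with at least 2 called probes, probes moved in opposite directions.

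**Figure D3:**
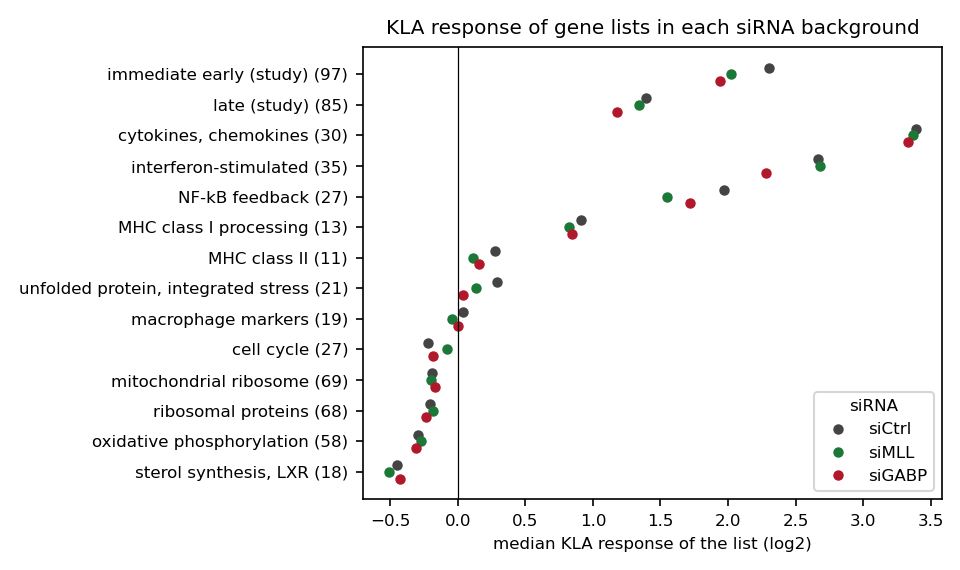
Median KLA response (log2, KLA minus untreated) of 14 gene lists in siCtrl, siMLL and siGABP cells, with the number of measured genes in parentheses. The cytokine and chemokine medians lie at 3.39, 3.37 and 3.33, and the oxidative phosphorylation medians at -0.30, -0.27 and -0.31.

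The third question was what siMLL changed, averaged over untreated and KLA-treated cells (4 siMLL arrays against 2 siCtrl arrays). The lysosomal transporter gene Slc46a3 was 2.78-fold higher (log2 1.47 ± 0.09 SE), the chemokine gene Ccl6 2.53-fold and the fatty acid desaturase gene Scd2 2.42-fold. Rtl8a, Alox5ap, which supplies leukotriene synthesis, the cytokine gene Il1a, Pmp22, S100a4, Cmtm3 and Spg21 were 1.71-fold to 1.95-fold higher. The collagenase gene Mmp13 was 2.34-fold lower (log2 -1.23 ± 0.08 SE). Dio2, an enzyme that activates thyroid hormone, was 2.18-fold lower and Lsp1, an actin-binding protein of leukocytes, 2.01-fold. Sirpb1a, the interleukin 10 receptor gene Il10ra, the iron exporter gene Slc40a1, Fbxo32, the selenium carrier gene Selenop, Card14 and Erlin2 were 1.55-fold to 1.91-fold lower. Standard TLR4 targets (Tnf, Il6, Il1b, Ptgs2, Cxcl2, Relb, Slc7a11, Cxcl10, Nos2, Isg20) differed by -0.45 (Cxcl10) to 0.22 (Cxcl2), and none passed. Cxcl10 did pass with a variance trend, with a mean per group, and without the siCtrl KLA or the siMLL KLA array, and Cxcl2 did without the siCtrl KLA array.

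By list, calls were found among interferon-stimulated and sterol synthesis genes, and neither list passed with an estimated correlation (adjusted p = 0.468 each). Of 35 interferon-stimulated genes 7 fell and 0 rose (14 and 0 adjusted over the list alone, median -0.24), including Oas2 (log2 -0.49), Irf9 (-0.39), Parp14 (-0.36) and Ifi35 (-0.38). Of 18 sterol and liver X receptor genes 9 rose and 1 fell (9 and 1 adjusted over the list alone, median 0.28), including the cholesterol synthesis enzymes Sqle (0.64), Fdps (0.66), Nsdhl (0.51) and Msmo1 (0.41). The mesothelial and fibroblast markers Upk3b (-0.43) and Wt1 (-0.35) fell, the 2 of 11 in that list that did (2 adjusted over the list alone). Of 20 TLR4 pathway genes 2 fell (6 adjusted over the list alone), Irak2 (-0.52) and Myd88 (-0.32). Of 27 cell cycle genes 1 fell (1 adjusted over the list alone), the centromere histone gene Cenpa (-0.55). On the immediate/early list 3 of 97 rose and 6 fell (3 and 8 adjusted over the list alone), with Mmp13 and the transcription factor gene Junb (-0.43) among those that fell. On the late list 4 of 85 rose and 5 fell (5 and 7 adjusted over the list alone), with the argininosuccinate synthase gene Ass1 (0.50) among those that rose. In the oxidative phosphorylation list 5 of 58 rose (6 adjusted over the list alone), led by Uqcrc2 of complex III (0.69). No NF-κB feedback or ribosomal protein gene passed (0 adjusted over the list alone).

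In all, 610 genes were called for the siMLL effect, 375 up and 235 down, of which 3 rose and 3 fell at least 2-fold. These 10 lists passed camera at the preset correlation, with adjusted p = 4.39e-10 for interferon-stimulated genes, 0.000467 for sterol synthesis, 0.00656 for the cell cycle and TLR4 pathway, 0.00692 for immediate/early, 0.0167 for late and mesothelial lists, and 0.0455 for NF-κB feedback, oxidative phosphorylation and ribosomal proteins. With an estimated correlation all 10 calls were lost (adjusted p = 0.468 to 0.473). The other 16 lists did not pass (adjusted p of 0.0678 or more). Among these, textbook MLL targets counted 0 of 11 (1 up and 2 down adjusted over the list alone), macrophage markers 1 up of 19 (3 up and 4 down), neutrophil markers 0 of 8 (4 up and 1 down), alternative activation 1 down of 12 (1 up and 3 down) and dendritic cell markers 1 down of 6 (1 up and 1 down). Only 11 of the 23 MLL targets listed were measured, and the level of Kmt2a was not analysed. The MLL target counts therefore do not show whether MLL targets responded. With equal counts over the list alone, there were 3 up of 21 stress genes, 2 up and 1 down each of 30 cytokine and 19 glycolysis genes, 2 up of 69 mitochondrial ribosomal proteins, 1 down each in the MHC class I and II lists, and 0 in the GABP target, histone H3 lysine 4 methyltransferase, heat shock, T and natural killer cell, and mast cell lists. Median and mean had opposite signs for MLL and GABP targets. The count fell to 348 without the filter, 189 without the siCtrl untreated array, 205 without the siCtrl KLA array, 302 without the siMLL KLA array and 364 without siMLL untreated replicate 3. Without the siCtrl untreated array the calls of Il10ra, Slc40a1, Fbxo32 and Card14 ended, with changes that moved to -0.35, -0.39, -0.33 and -0.20, as did those of S100a4 (0.66) and Selenop (-0.78). At changes near those given above, the call of Il10ra also ended without the siMLL KLA array (-0.80), and that of Card14 with an offset of 16 (-0.82) or without siMLL untreated replicate 1 or 3 (-0.63 and -0.67).

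The fourth question was what siGABP changed in the same way (2 siGABP arrays against 2 siCtrl arrays). Clec4e, a receptor for mycobacterial glycolipids, was 2.42-fold higher (log2 1.28 ± 0.18 SE), the interferon-induced gene Ifi27l2a 2.22-fold, and Sirpa, which encodes the receptor for CD47, 2.2-fold. Slc46a3 was 2.18-fold and Clmp 2.1-fold higher. Gabpb1, H2-Q8 of the MHC class I family, Spg21, Arhgef2 and Ccl6 were 1.84-fold to 1.96-fold higher. Mmp13 was 3.12-fold lower (log2 -1.64 ± 0.09 SE), Dio2 2.31-fold, Selenop 2.16-fold and Slc40a1 2.08-fold. Also lower were Fcna, a lectin of the complement system (2.07-fold), the complement gene C1qb (2.03-fold), the platelet factor gene Pf4 (2.02-fold), the interferon gamma receptor gene Ifngr2 (1.96-fold) and the chemokine gene Ccl8 (1.95-fold). The standard TLR4 targets named above differed by -0.33 (Cxcl10) to 0.50 (Cxcl2), and none passed. In a fit with a mean per group, Cxcl10, Cxcl2 and Tnf passed, and without the siCtrl KLA array Cxcl2 and Tnf did.

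By list, 15 of 85 late genes rose and 0 fell (19 and 1 adjusted over the list alone), including Lcn2, which sequesters bacterial siderophores (0.82), Ass1 (0.62), Oasl2 (0.55) and the interferon regulator gene Irf7 (0.70). In the MHC class II list 3 of 11 rose (3 adjusted over the list alone): H2-Ab1 (0.40), H2-DMa (0.35) and Cd74 (0.35). Of 68 ribosomal proteins 6 fell and 1 rose (6 and 1 adjusted over the list alone, median -0.11), including Rpl31 (-0.47) and Rps24 (-0.34). Of 27 cell cycle genes 5 fell and 1 rose (6 and 2 adjusted over the list alone), with the replication genes Pcna (-0.64) and Mcm5 (-0.43) down and E2f1 (0.40) up. Of 11 mesothelial and fibroblast markers 3 fell (7 adjusted over the list alone): Upk3b (-0.48), Wt1 (-0.42) and Pdgfrb (-0.29). Of 25 textbook GABP targets 1 rose and 2 fell (1 and 2 adjusted over the list alone). These were Sdhb of complex II (0.31), Atp5j of the ATP synthase (-0.62) and Zbtb7a (-0.46), and the list did not pass (adjusted p = 0.684).

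In all, 992 genes were called for the siGABP effect, 511 up and 481 down, of which 5 rose and 8 fell at least 2-fold. At the preset correlation camera passed ribosomal proteins (adjusted p = 0.00289), late genes (adjusted p = 0.0133), cell cycle and mesothelial genes (adjusted p = 0.0185 each) and MHC class II (adjusted p = 0.0433). With an estimated correlation all 5 calls were lost (adjusted p = 0.657). The other 21 lists did not pass (adjusted p of 0.129 or more), among them interferon-stimulated genes (4 up of 35, 4 adjusted over the list alone), immediate/early genes (3 up and 6 down of 97, 3 and 6 adjusted over the list alone), oxidative phosphorylation (6 up and 2 down of 58, 9 and 3 adjusted over the list alone), sterol genes (0 up and 2 down of 18, 2 and 2 adjusted over the list alone) and macrophage markers (0 up and 1 down of 19, 0 and 0 adjusted over the list alone). Of alternative activation genes 4 of 12 fell (4 adjusted over the list alone), among them Ccl8, Chil3 (-0.45) and the scavenger receptor gene Cd36 (-0.67). The others counted 4 up and 1 down of 19 glycolysis genes (6 and 3 adjusted over the list alone), 1 up and 2 down of 14 histone H3 lysine 4 methyltransferase members (3 and 2), 2 up and 3 down of 69 mitochondrial ribosomal proteins (1 and 3), 1 up of 8 neutrophil markers (2 up) and 0 of 6 dendritic cell markers (1 up and 2 down). With equal counts over the list alone, there were 2 down each in the TLR4 pathway and stress lists, 1 up and 1 down of 30 cytokine genes, 1 down of 11 heat shock genes, 1 up of 13 MHC class I genes, and 0 in the MLL target, NF-κB feedback, T and natural killer cell, and mast cell lists. Median and mean had opposite signs for sterol genes (0.01 and -0.00816), MLL targets and mitochondrial ribosomal proteins. The count fell to 542 without the filter, 263 without the siCtrl KLA array and 212 without the siGABP KLA array.

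**Figure D4:**
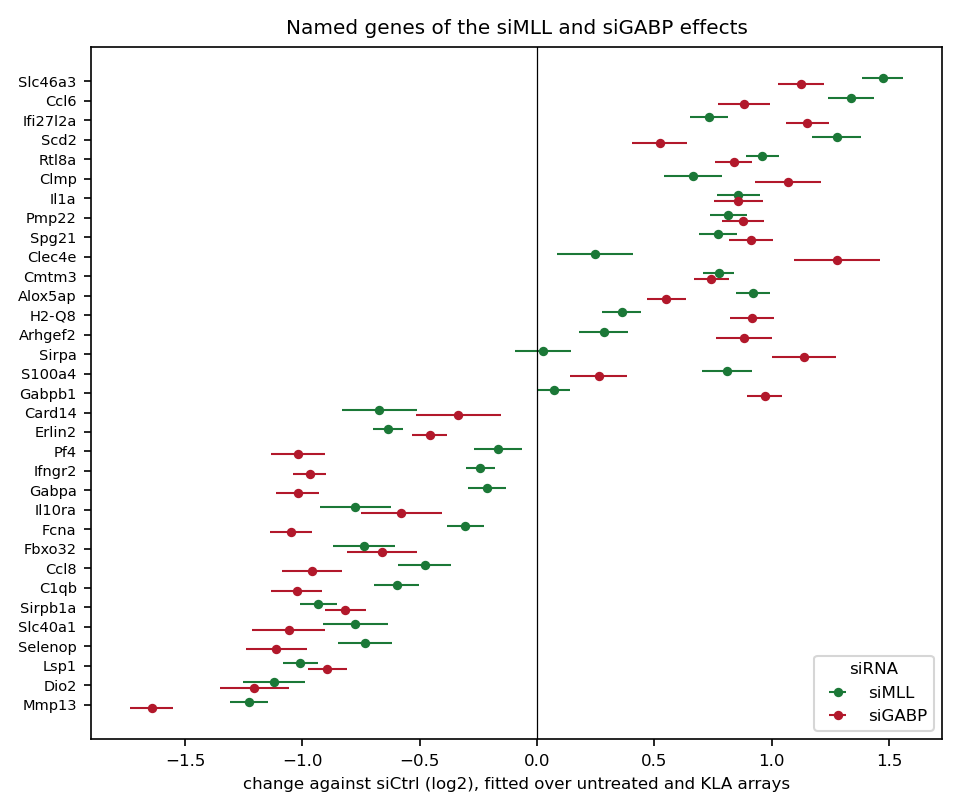
Change against siCtrl (log2, fitted over untreated and KLA arrays) of the named genes with siMLL and siGABP. Points are estimates and bars are 1 SE to each side; Mmp13 is lowest with both siRNAs (-1.23 and -1.64), while Sirpa differs by 1.14 with siGABP.

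Untreated cells were also examined alone, as the state in which the siMLL triplicate was measured. Slc2a6, a hexose transporter of lysosomes, was 3.18-fold higher with siMLL (log2 1.67 ± 0.08 SE, adjusted p = 0.000783), and Slc46a3, Ccl6, Scd2 and the betaine and GABA transporter gene Slc6a12 were 2.06-fold to 2.97-fold higher. Mmp13, Card14, Il10ra, Sirpb1a and Slc40a1 were 2.05-fold to 2.26-fold lower. Of the standard TLR4 targets, Cxcl10 was lower (-0.72) and Cxcl2 higher (0.56). Cxcl10 read 122.1 ± 6.86 (SD, n = 3) with siMLL, below the array median of 139.5, against 179.9 on the lone siCtrl array. Its change therefore lies near background. Among interferon-stimulated genes 7 of 35 fell and 0 rose (14 and 0 adjusted over the list alone, median -0.25), including Ifit2 (-1.03), Cmpk2 (-0.52) and Gbp3 (-0.51). Among sterol genes 5 of 18 rose (9 up and 1 down adjusted over the list alone, median 0.33), with Sqle at 0.70 and Fdps at 0.68. Among stress genes 3 of 21 rose (4 adjusted over the list alone): the amino acid transporter gene Slc7a5 (0.69), the serine synthesis gene Psat1 (0.53) and Chac1 (0.44). Irak2 (-0.73) of the TLR4 pathway list, Cenpa (-0.81) of the cell cycle list and Upk3b (-0.51) of the mesothelial list were the single members that fell in their lists (1, 1 and 4 adjusted over the list alone).

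In all, 104 genes rose and 62 fell in untreated siMLL cells. These 6 lists passed camera at the preset correlation (adjusted p = 2.05e-10 for interferon-stimulated and 0.000202 for sterol genes, 0.00237 to 0.0191 for the others). With an estimated correlation all were lost (adjusted p = 0.406 for interferon-stimulated genes and 0.565 for the other 5). The other 20 lists did not pass (adjusted p of 0.0546 or more). The comparison rests on a lone siCtrl array, and its count of 166 moved to 66 without siMLL untreated replicate 3, 104 without replicate 1, 75 without the filter, 67 with an offset of 16, 277 without background correction and 301 with a variance trend.

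The last question was whether either siRNA changed the response to KLA. Slc2a6 was called for both, with a KLA response lower by log2 -1.63 ± 0.13 SE in siMLL cells (adjusted p = 0.0272) and -2.02 ± 0.15 SE in siGABP cells (adjusted p = 0.0112). Its log2 level in untreated cells was 8.99 with siCtrl, 10.66 ± 0.06 (SD, n = 3) with siMLL and 10.82 with siGABP, and in KLA-treated cells it was 13.63, 13.67 and 13.45. No other of the 8793 genes passed in either comparison with limma, while 640 and 747 genes had an unadjusted p under 0.05. The calls of Slc2a6 ended with an offset of 16 (adjusted p = 0.176 and 0.0874), at differences of -1.70 and -2.09. For siMLL the call also ended without siMLL untreated replicate 1 or 3 (adjusted p = 0.0506 and 0.0914), at differences of -1.61 and -1.61. The siMLL count was 3 without background correction, when Il4i1 and Ndrg1 also passed, and 2 with the mean of a gene's probes, when Il4i1 did.

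Genes with the smallest p values that did not pass are given here by the difference of their response from that in siCtrl cells (log2). With siMLL the difference was positive for the matrix protein gene Thbs1 (0.98), Card14 (1.99-fold), the monocyte chemokine gene Ccl2 (0.89), Tmem86a (0.77) and Angptl4 (0.95), and negative for Il4i1 (-1.33), Ndrg1 (-1.07), Kctd12b (-1.19) and Adamts4 (-1.16). Of these, the response of Ccl2 was larger with siMLL (5.12 against 4.24 with siCtrl), and those of Il4i1 and Adamts4 were smaller (1.03 and 1.75 against 2.36 and 2.90). The negative responses of Card14, Tmem86a and Angptl4 were nearer to 0 (-0.66, -2.69 and -0.14 against -1.65, -3.46 and -1.09). Thbs1, Ndrg1 and Kctd12b had responses of opposite sign (0.64, -0.42 and -0.73 against -0.34, 0.65 and 0.46). With siGABP the difference was positive for Thbs1 (1.32), Il10ra (1.01), Igsf8 (0.80), Angptl4 (0.97) and Gadd45a (0.87), and negative for Slc6a12 (-1.26), Cxcl2 (-1.07), Rin3 (-0.93) and Ndrg1 (-0.93). Igsf8 had a larger response (1.47 against 0.68 with siCtrl), Slc6a12 and Cxcl2 smaller ones (0.78 and 5.58 against 2.04 and 6.65), and Rin3 a more negative one (-1.22 against -0.29). The intensity of Cxcl2 in untreated cells was 280.4 with siGABP against 153.9 with siCtrl, and with KLA 11834 against 12155. The negative responses of Angptl4 and Gadd45a were nearer to 0 (-0.12 and -1.67 against -1.09 and -2.54), and Thbs1, Il10ra and Ndrg1 had responses of opposite sign (0.97, 0.86 and -0.28 against -0.34, -0.14 and 0.65).

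By list, the difference of each gene's response from that in siCtrl cells was taken first, and then the median over the genes. For 97 immediate/early genes this median difference was -0.13 with siMLL and -0.17 with siGABP. The median responses themselves were 2.3 with siCtrl, 2.02 with siMLL and 1.94 with siGABP. For NF-κB feedback genes the median difference was -0.21 with siMLL and -0.24 with siGABP, and the median responses were 1.97 (siCtrl), 1.55 (siMLL) and 1.72 (siGABP). With siGABP, the median difference was also negative for interferon-stimulated genes (-0.34), late genes (-0.14) and cytokines and chemokines (-0.19). Their median responses with siCtrl and siGABP were 2.67 and 2.28, 1.39 and 1.18, and 3.39 and 3.33. The median siGABP minus siCtrl level of interferon-stimulated genes was 0.224 in untreated and -0.0384 in KLA-treated cells. For late genes it was 0.117 and 0, and for cytokines and chemokines 0.00353 and -0.137. The lower interferon-stimulated and late responses thus went mostly with higher untreated levels.

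At the preset correlation, camera gave adjusted p = 0.000273 and 3.04e-06 for the immediate/early list with siMLL and siGABP, and 0.00017 and 0.000196 for NF-κB feedback. With siGABP it gave adjusted p = 1.34e-11 for interferon-stimulated genes, 4.66e-05 for late genes and 0.0245 for cytokines. With an estimated correlation all 7 were lost (adjusted p = 0.707 and 0.819 with siMLL, and 0.242 to 0.611 with siGABP). The other 24 and 21 lists did not pass (adjusted p of 0.0651 or more and 0.109 or more), with 0 genes called in any of them. Apart from the siMLL untreated triplicate each group has a single array, so a difference between groups cannot be separated from one between arrays.

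Responses measured on separate arrays were then compared across the 8793 genes, which are not independent replicates. The KLA response correlated at r = 0.962 between siCtrl and siMLL cells (rho = 0.873), 0.946 between siCtrl and siGABP cells (rho = 0.849) and 0.955 between siMLL and siGABP cells (rho = 0.849). The siMLL effect in untreated cells correlated with that in KLA-treated cells at r = 0.504 (rho = 0.417), and the siGABP effect at r = 0.563 (rho = 0.495). The siMLL effect in one KLA state correlated with the siGABP effect in the other state, with no array in common, at r = 0.353 (rho = 0.307) and 0.385 (rho = 0.321).

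Both siRNAs moved many of the same genes. Of the called genes, 199 rose with both and 116 fell with both. Independent lists would share 21.8 and 12.9, which leaves out the siCtrl arrays that both effects use. Simulated data without effects shared 0, but held at most 3 (siMLL) and 2 (siGABP) calls, so neither value is a benchmark for the overlap. Slc46a3, Ccl6, Scd2 and Il1a were among those that rose, and Mmp13, Dio2, Lsp1, Selenop and Slc40a1 among those that fell. Only Hmgcs1, of cholesterol synthesis (0.37 with siMLL, -0.37 with siGABP), and the antiviral gene Oas3 (-0.26 and 0.27) were called in opposite directions. The fitted effects correlated at r = 0.662. In 100 such simulated data sets, sharing the siCtrl arrays alone gave a mean r of 0.565 (highest 0.583), so part of the correlation may come from the shared controls. The covariance of the fitted effects was 0.022 against a mean of 0.00419 in the simulated data, a difference of 0.0178. The simulated arrays were assumed to vary like the residuals of the additive model. With 1 siCtrl array per KLA state the controls cannot be divided between the siRNAs within a state.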

Values the study reported

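The study defined immediate/early genes as those induced more than 3-fold at 1 h of KLA, and counted 130 of them. Its late genes were those induced less than 1.2-fold at 1 h and more than 4-fold at 12 h, of which it counted 120. Both lists came from arrays other than the ones analysed here.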

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

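The tests of the shared siCtrl noise, of a weaker KLA treatment and of both explanations for Gabpb1 were chosen only after the results were seen. The tests of other splits of the arrays, of siCtrl cells that differ from both siRNA groups and of a siCtrl array that stands apart were planned before.

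A difference in the response to KLA was called for Slc2a6, with log2 differences of -1.63 (siMLL) and -2.02 (siGABP), but it cannot be separated from a difference between single arrays, and both calls ended with an offset of 16 (adjusted p = 0.176 and 0.0874), while the siMLL call also ended without siMLL untreated replicate 1 or 3 (adjusted p = 0.0506 and 0.0914). By list, calls at the preset correlation had median differences for immediate/early genes (-0.13 with siMLL, -0.17 with siGABP), NF-κB feedback genes (-0.21 and -0.24) and, with siGABP, cytokines and chemokines (-0.19), interferon-stimulated genes (-0.34) and late genes (-0.14). The interferon-stimulated and late medians with siGABP were above siCtrl in untreated cells (0.224 and 0.117) and near it with KLA (-0.0384 and 0). With an estimated correlation all 7 list calls were lost (adjusted p = 0.707 and 0.819 with siMLL, 0.242 to 0.611 with siGABP). Probes without a gene name took no part in the comparisons of genes, and 579 of the 1226 past the filter were called for KLA, 237 up and 342 down. The real split of the 8 arrays into 3 and 5 called 4998 genes for KLA. It was the only one (1 split of 56) to call as many, and the highest of the others called 0. That 0 is no benchmark, because every other split leaves the KLA difference in the residual. The arrays are also not exchangeable, since 3 of them are a siMLL triplicate, so the splits cannot exclude chance.

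The first pattern weighed is that siMLL and siGABP moved the same genes. The effects in opposite KLA states share no array and correlated at 0.353 or more, so a shared siCtrl array is not needed for a correlation. The highest simulated value was 0.0419, but the simulated noise was independent between genes. Where genes vary together, separate arrays can correlate by more, so noise as a source is not excluded. That siCtrl cells differed from both other groups cannot be told apart from a common effect of the siRNAs, because there is no untransfected group and no other control siRNA. Of 315 genes called in the same direction with both siRNAs, 8.57% (27) also differed between siGABP and siMLL arrays, which either explanation allows. A common effect of lowering MLL and GABP stays open and untested.

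The second pattern is a lower KLA response of immediate/early genes, seen in 68 (siMLL) and 65 (siGABP) of 97 genes, whose list calls were lost with an estimated correlation (adjusted p = 0.707 and 0.242). The intensity scale of the arrays as measured cannot be examined, because the deposited values were identical once sorted. A weaker KLA treatment of the siMLL cells stays open. Genes that fell kept 0.924 of their siCtrl response (95% bootstrap interval 0.913 to 0.934) and immediate/early genes 0.944 (0.914 to 0.972). The other genes that rose kept 0.936 (0.924 to 0.95), so the pattern is not particular to the list. The interferon-stimulated list did not shrink, with a median difference of 0.00841 (19 of 35 genes higher and 16 lower). These intervals, and those for siGABP below, come from resampling genes. They leave out the spread between arrays, so their overlap cannot settle the cause. For siGABP a weaker treatment stays open, since all genes that fell kept 0.97 (0.957 to 0.983), above the interval of the immediate/early genes (0.916, 0.882 to 0.948), while the interval of those that fell at least 2-fold overlaps it (0.967, 0.946 to 0.989), and the other genes that rose kept 0.932 (0.916 to 0.947). A siCtrl array that stands apart cannot be told apart from an effect of either siRNA, because each siCtrl state has a single array, and the siGABP and siMLL responses of the list differed from each other by a median of -0.0424.

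The third pattern is the higher Gabpb1 level with siGABP. A fault of a single probe is argued against by the other probe, which was higher by 0.83 (95% interval 0.52 to 1.13). Low siCtrl arrays are argued against by the siMLL arrays, from which the siGABP arrays differed by 0.90 (0.75 to 1.05). Whether the level of Gabpb1 depends on that of its partner Gabpa was not tested here.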

How the results depend on the processing

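The offset of 16 and the filter on at least 2 arrays were chosen after seeing the data. The KLA count stayed within 1.5 times its value under every setting tried, from 3886 (siMLL arrays only) to 5100 (a mean per group), and at 4441 to 5036 with an array left out. Gabpa with siGABP stayed lower and called, from -0.48 (mean of probes) to -1.32 (offset 16), and from -0.87 to -1.18 with an array left out. Without the filter the counts were 348 (siMLL), 542 (siGABP) and 75 (siMLL untreated), with more genes tested. With an offset of 16 they were 67 (siMLL untreated) and 0 for both effects on the KLA response. Without background correction they were 277 (siMLL untreated) and 3 (siMLL on the KLA response), with a variance trend 301 (siMLL untreated), and with the mean of probes 2 (siMLL on the KLA response). With an array left out they were 189 to 635 (siMLL), 212 to 1092 (siGABP), 66 to 223 (siMLL untreated) and 0 to 1 (siMLL on the KLA response), with fewer arrays. The 41 list calls became 4 with an estimated correlation and 38 to 46 under other settings. The lowest correlation of KLA responses, 0.946, became 0.968 over genes called for KLA, 0.905 without the filter and 0.937 with an offset of 16. The cause was not tested.

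Genes whose sign turned were not called in any of these settings unless stated. With the mean of probes, Nos2 was at 0.00031 and Gabpa (KLA response with siMLL) at 0.1123, Nos2 (KLA response with siMLL) at 0.0357 and Gabpb1 (KLA response with siGABP) at 0.25. Gabpb1 was at 0.0404 without background correction and Slc7a11 at 0.0184 with an offset of 16 (KLA response with siGABP). With an array left out, siMLL effects ranged from -0.29 to 0.59 for Cxcl2 (called at 0.59), -0.0247 to 0.12 for Il1b, -0.39 to 0.0567 for Ptgs2, -0.30 to 0.14 for Relb and -0.18 to 0.26 for Tnf. The siGABP effects ranged from -0.0247 to 0.12 for Il1b, -0.27 to 0.0579 for Il6, -0.14 to 0.0772 for Isg20, -0.37 to 0.0729 for Ptgs2 and -0.17 to 0.27 for Relb. In untreated siMLL cells, the ranges were -0.0816 to 0.0393 for Il1b, -0.10 to 0.0028 for Isg20 and -0.0371 to 0.0374 for Nos2. Of the other single-gene values, all 448 of the KLA response kept direction and side of the threshold. For the siMLL effect 458 did, 10 lost the call and 5 gained it, and for siGABP 439 did and 5 gained it.

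Settings that need detection values, the deposited table without normalization or the slide of an array were not run, since those columns could not be given a sample and no slide is named. The signal of dim genes over background is unknown.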

Other observations

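A direct comparison of siGABP with siMLL arrays, chosen only after the results were seen, does not use siCtrl as its reference. Among interferon-stimulated genes, 16 of 35 were higher with siGABP and 0 lower (25 and 0 adjusted over the list alone), although the list did not pass with an estimated correlation (adjusted p = 0.297). The genes that passed included Oasl2 (log2 0.74), Irf7 (0.62), the ubiquitin-like modifier gene Isg15 (0.67) and Oas3 (0.53). The median of the list was 0.34, at 0.47 in untreated and 0.10 in KLA-treated cells. In the late list 23 of 85 were up and 0 down (28 and 1 adjusted over the list alone). Of antigen presentation genes, 3 of 13 in the MHC class I list were higher (4 adjusted over the list alone), including Tapbp (0.76) and Tap1 (0.41), and 3 of 11 in the MHC class II list (5 adjusted over the list alone), including H2-DMa (0.45) and H2-Ab1 (0.31). Of sterol synthesis genes, 7 of 18 were lower and 0 higher (9 and 0 adjusted over the list alone), including Hmgcs1 (-0.74), Msmo1 (-0.45), Fdps (-0.41) and Sqle (-0.39). The late, MHC class I, MHC class II and sterol lists did not pass with an estimated correlation either (adjusted p = 0.297 each).

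Among single genes, Sirpa (1.11), Clec4e (1.03), Slfn1 (1.03), Ifit2 (1.01) and Ifit3 (0.95) were highest with siGABP. In untreated and KLA-treated cells the differences were 1.15 and 0.98 for Sirpa, 1.44 and 0.49 for Clec4e, 1.38 and 0.48 for Slfn1, 1.59 and 0.08 for Ifit2, and 1.46 and 0.16 for Ifit3. Lowest were Pf4 (-0.85), Gabpa (-0.81), Heatr1 (-0.80), Scd2 (-0.75), Fcna (-0.74) and the asparagine synthetase gene Asns (-0.74). In all, 208 genes were higher and 257 lower. At the preset correlation camera gave adjusted p = 3.63e-17 for interferon-stimulated, 4.89e-11 for late, 2.2e-05 for sterol, 5.97e-05 for MHC class II, 0.000917 for MHC class I and 0.0497 for ribosomal protein genes (0 up and 1 down of 68). The ribosomal protein list too was lost with an estimated correlation (adjusted p = 0.894).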
